A study of Mus musculus with 20 samples. Its data were reported in "Comparative Study of Transcriptome in the Hearts Isolated from Mice, Rats, and Humans" (2022).

How the data were processed

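RNA from 5 regions of the mouse heart, the left atrium (LA), right atrium (RA), left ventricle (LV), right ventricle (RV) and sinoatrial node (SA), was measured on Illumina MouseRef-8 v2 bead arrays. There were 20 arrays, 4 per region. The labels name BeadStudio and GenomeStudio 2011.1 for the signals. The deposited values were read as z-scores per array, with 2 decimals, since the 25697 probes of each array had mean 0 and SD 1. Medians of the arrays lay between -0.50 and -0.40, and their highest values between 3.74 and 8.44. For their analysis the authors describe signals on a log2 scale after a small constant was added, with medians aligned between arrays by limma. The labels do not say how the deposited scores were made or whether those log2 signals went into them. Differences between regions are therefore given in z-score units, and no folds are given. Detection p-values were not used here. For arrays, the number of arrays limits the precision.

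Probes were named by the gene identifiers of the platform, matched to a mouse gene table by identifier. Of the probes, 23978 carried 1 gene, 1719 had no gene name and were left out, and 23962 were matched by identifier. Where several probes measured a gene (4777 genes), the probe with the highest mean over the 20 arrays was used, which gave 16593 genes. A minimum on the log2 scale had been planned for the filter, and a ratio of region means for specificity. Neither applies to z-scores, which have no true zero. The filter became a z-score above 0 in at least 1 array, which left 10866 genes, and specificity became the mean of a region minus the mean of the 3 region means. Both replacements were chosen after the unit had been seen and before any test was run. Of the 10866 genes, 7614 pass the filter without LV replicate 4, so the rest were tested only through that array. Fits without it therefore change the set of genes as well as the spread. All other choices except those named as added were made before the data were examined.

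Tests used R 4.3.3 and limma 3.58.1. A model with a mean for each region was fitted to all 20 arrays, with empirical Bayes moderation, and 6 contrasts were tested two-sided: SA versus RA, SA versus LA, SA versus V (the mean of both ventricles), atria (the mean of LA and RA) versus V, LA versus RA, and LV versus RV. The difference between the left-right contrasts of atria and ventricles was tested as an interaction, (LA - RA) - (LV - RV). Genes higher in SA than in each other region had to pass in all contrasts of SA with another region. A moderated F over LA, V and SA was fitted to the 16 arrays of these regions. A gene was called specific to one of these when it passed the F and its specificity exceeded the 95th percentile of values from shuffled labels (seed 1). The threshold was a Benjamini-Hochberg adjusted p of 0.05 throughout. Errors of differences are standard errors (SE) of the fit, and errors of region means are SDs over arrays.

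Fixed gene lists, 22 in number with 273 members of which 248 were measured, were tested with camera at a correlation between genes of 0.01, adjusted over all lists and contrasts, and again with an estimated correlation. They covered study TFs (transcription factors), pacemaker channels, working conduction, atrial genes, ventricular genes, left-right genes, fatty acid oxidation, oxidative phosphorylation, neurons, Schwann cells, fibroblasts and matrix, smooth muscle, endothelium, mesothelium, adipocytes, fast skeletal muscle, lung and airway, cartilage, red blood cells, leukocytes, immediate early genes and heat shock genes. The study TFs were picked by the study partly on these samples. Some genes belong to several lists, as *Bmp10* to atrial and left-right genes and *Tbx5* to study TFs and atrial genes. Calls of such lists are not independent of each other. Another 5 lists, melanocytes, antigen presentation, resident macrophages, lymphatic vessels and airway epithelium, were chosen after the data were seen. The genes named in the text were taken by rule: for each contrast and direction the 8 with the largest difference among those past the threshold whose sides do not overlap in any array, for each region the 8 most specific, up to 4 members past the threshold per list and contrast, the study TFs, and the 8 largest interactions. A gene named outside this rule is said to be so.

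Similarity of arrays was the mean Spearman correlation across genes within regions minus that between regions, tested by 100000 permutations of the region labels (fewer for the alternatives, except without LV replicate 4), two-sided, with average-linkage clustering. Genes are not independent replicates of a correlation. The procedure was tested on simulated data in which changes were added to 200 of 7614 genes between SA and RA. Of added changes of 1, 53% were recovered with 20 arrays and 97% without LV replicate 4, and of changes of 0.5, 17% and 96%. There were 0 false calls with 20 arrays and 15 without LV replicate 4. Each array was left out in turn. Other alternatives were quantile normalization, medians aligned by a constant, no filter and a stricter filter, other ways to choose probes, pairs of LV arrays, other specificity thresholds, a plain one-way test, a trend in the moderation, the arrays of the compared regions alone, and the replicate number as a fixed block or the title number as a random one. Leaving out LV replicates 3 and 4 together was added after the data were seen, as the study states 18 arrays with 2 from LV, and leaves 7597 genes. Groups came from the labels. One array carries RA in its title and the right ventricle in its other labels, and was used as RV replicate 2. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.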

Results

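Gene expression was measured in 5 regions of the heart of male C57/BL6 mice aged 5 to 10 weeks. The regions were LA, RA, LV, RV and SA, the sinoatrial node in which the heartbeat starts, with 4 arrays each. V stands for both ventricles. Each value is a z-score within its array, where 0 is the mean of all probes. Between 5133 (LV replicate 4) and 6851 (SA replicate 1) genes per array lay above 0. Nothing in the labels says that arrays are separate animals. The labels say that each LV was divided into 3 pieces, and the study pooled mice for SA samples, so SDs and p-values measure the spread between these samples.

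The first question was whether arrays group by region. The array most similar to each was from the same region for 19 of 20 arrays, and the exception, LV replicate 2, was nearest to RV replicate 3. The mean Spearman correlation across genes was 0.861 within regions and 0.836 between regions, a difference of 0.0249 (two-sided permutation test, p = 1e-05, the smallest that the permutations can give). LV replicate 4 stood apart, with a mean correlation of -0.232 with the other LV arrays and of -0.252 with arrays of other regions. Its highest z-score was 8.44. Without it, the means were 0.980 and 0.927 and the difference was 0.0524 (permutation test, p = 1e-05). The first split of the clustering then set the 7 other ventricle arrays against the rest. With LV replicate 4 kept, leaving out any 1 of the 16 arrays of LA, RA, RV and SA gave differences of 0.0157 to 0.0168 with permutation p of 0.151 to 0.175. Leaving out LV replicate 1, 2 or 3 gave larger differences, of 0.0668 to 0.0726, the highest without LV replicate 1 (permutation test, p = 0.0005 each, the smallest that the fewer permutations used for single arrays can give). With 1 array left out, regions differ in size, and LV replicate 4 enters another share of the pairs within and between regions. Both the difference and its p then depend mainly on that array, so these values say little about grouping by region. LV replicate 3 had a mean correlation of 0.907 with arrays of other regions, against 0.961 and 0.957 for LV replicates 1 and 2. All 20 arrays were kept, and the number of genes past the threshold in each comparison is also given without LV replicate 4.

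**Figure D1:**
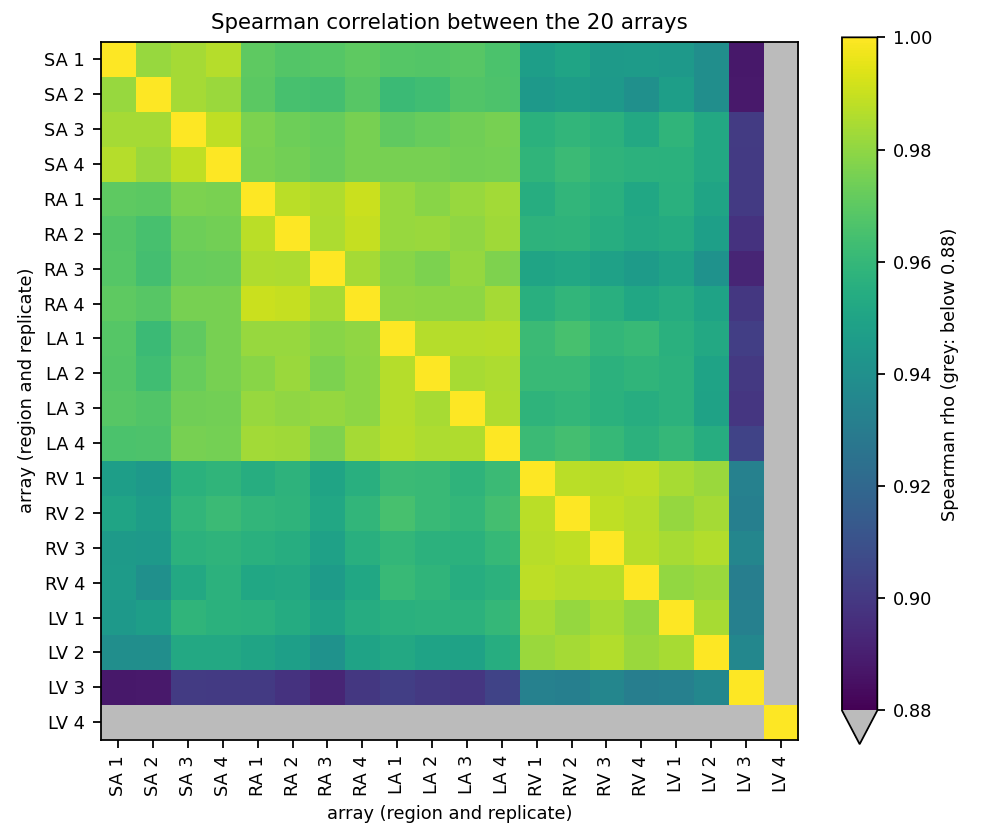
Spearman correlation across genes between each pair of the 20 arrays, ordered by region, with values below the colour scale in grey. The grey row and column are LV replicate 4, whose highest correlation with another array is -0.206.

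The study asked which transcription factors mark SA. *Isl1*, a factor of cardiac progenitors and pacemaker cells, had a mean of 1.10 ± 0.22 in SA and of -0.45 ± 0.09 in RA, -0.82 ± 0.08 in LA, -0.66 ± 0.06 in LV and -0.73 ± 0.04 in RV (SD, n = 4). *Shox2*, known to be needed for formation of the node, had 1.36 ± 0.09 in SA, 0.52 ± 0.02 in RA, -0.32 ± 0.06 in LA, -0.44 ± 0.06 in LV and -0.42 ± 0.11 in RV. *Tbx3*, a repressor of the working muscle programme, had 1.69 ± 0.09 in SA against 0.70 ± 0.11 in RA, 0.19 ± 0.09 in LA and 0.77 ± 0.10 in RV. Its LV mean was -0.17 ± 1.11, with LV replicate 3 at -1.5 and LV replicate 4 at -0.66. *Tbx5* had similar means in SA (0.55 ± 0.18), LA (0.51 ± 0.14) and RA (0.74 ± 0.03) and lay at -0.42 ± 0.08 in LV and -0.37 ± 0.13 in RV. *Hoxa2* was above 0 in LV replicate 4 alone (0.58) and had a mean of -0.47 ± 0.05 in SA. *Tbx18*, at -0.20 ± 0.13 in SA and -0.45 ± 0.07 in LA, was below 0 in every array and was not tested.

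**Figure D2:**
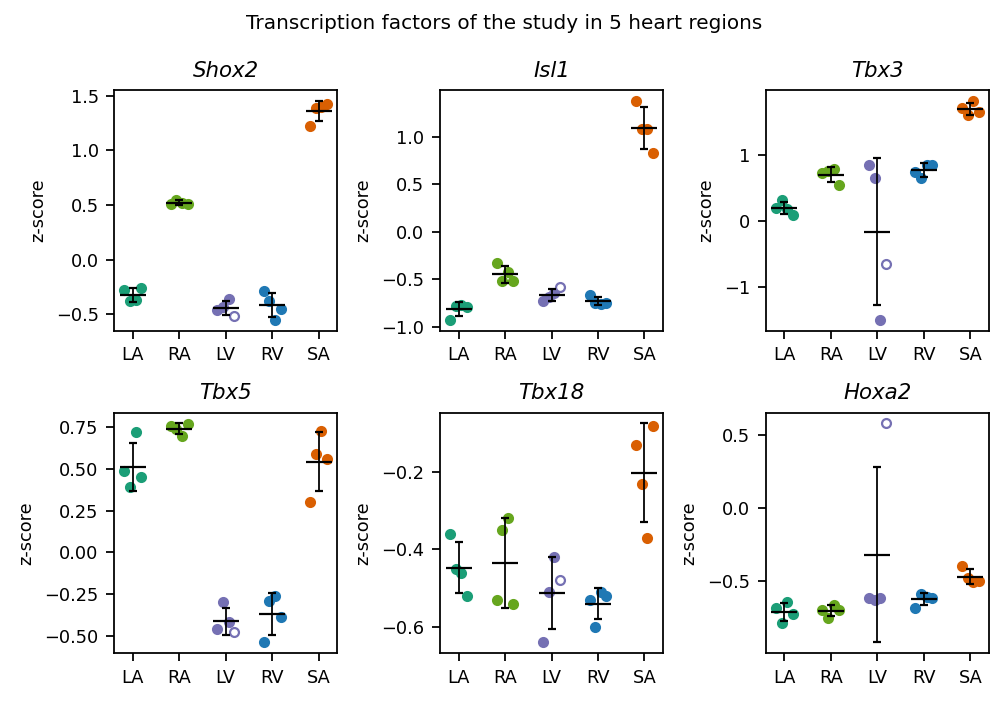
Z-scores of 6 transcription factors in the 5 regions. Dots are arrays, the open circle is LV replicate 4, and bars give the mean and SD of 4 arrays. *Isl1* and *Shox2* were higher in every SA array than in any other array, and *Tbx5* was near its SA level in both atria.

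In SA versus RA, the node was compared with the atrial muscle that borders it. Genes of fat cells were among the largest rises in SA: the adipokine *Adipoq* was higher by 2.36 ± 0.17 (SE), *Car3* by 2.03 ± 0.28, *Cidec* by 1.79 ± 0.25 and the desaturase *Scd1* by 1.79 ± 0.16. *Tmem45b* (2.28 ± 0.24), *Hp* (1.88 ± 0.24), *Cyp2b10* (1.67 ± 0.20) and the lymphatic chemokine *Ccl21a* (1.61 ± 0.32) were the others. *Isl1* rose by 1.54 ± 0.11 (adjusted p = 1.8e-07) and *Shox2* by 0.84 ± 0.09 (adjusted p = 2.21e-05). *Bmp10*, a growth factor of right atrial trabeculae, was lower in SA by -2.44 ± 0.10, with means of 1.79 ± 0.16 in RA and -0.65 ± 0.04 in SA. *Cd207* (-2.07 ± 0.22), *Igf2* (-2.03 ± 0.38), *Enpp6* (-1.78 ± 0.16), *Vsig4* (-1.48 ± 0.17), *Npy1r* (-1.41 ± 0.13), *Mlana* (-1.38 ± 0.19) and *Uts2b* (-1.37 ± 0.14) were also lower. For each of these genes, every SA array lay on the same side of every RA array. *Tbx3* differed by 0.99 ± 0.33, with an adjusted p of 0.30 (0.0252 without LV replicate 3 and 0.0338 without LV replicate 4).

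Among the lists in SA versus RA, 7 of 11 tested adipocyte genes rose and 0 fell (8 and 0 adjusted over the list alone), with a median of 0.90 and an adjusted p of 6.34e-33. Of 9 smooth muscle genes, 4 rose (5 adjusted over the list alone, median 0.71, adjusted p = 1.03e-12): *Actg2* by 1.41, *Myh11* by 1.07, *Tagln* by 0.71 and *Lmod1* by 0.49. The mean of these genes was highest in SA replicate 2 (1.41), the array with the highest lung and airway mean (1.56), against 1.06 to 1.16 in the other SA arrays and 0.60 to 0.68 in RA, and the list call held without that array. The study TFs had 2 of 5 higher (3 adjusted over the list alone, median 0.84, adjusted p = 1.04e-10), and since the study chose them partly on these samples, this is not independent evidence. The left-right genes were lower, with *Bmp10* and *Tbx20* (-0.73) 2 of 5 (3 adjusted over the list alone, median -0.73, adjusted p = 2.77e-12). Of 16 atrial genes, *Bmp10*, which is in both lists, was the 1 lower (4 adjusted over the list alone, median -0.10, adjusted p = 2.12e-07). These 5 calls held with an estimated correlation. Of 15 neuron genes, 0 passed over all genes in limma and 0 adjusted over the list alone, with a median of 0.30 and an adjusted p of 1.18e-06 (adjusted p = 0.13 with an estimated correlation). The mean of these genes was 0.29 and 0.09 in SA replicates 1 and 2 but -0.29 and -0.33 in SA replicates 3 and 4, within the range of the RA arrays (-0.50 to -0.19). The endothelium list was lower (median -0.34, 0 of 9 past the threshold, adjusted p = 0.00124, but adjusted p = 0.23 with an estimated correlation). The call of *Tbx20* was lost without any 1 array other than LV replicates 2 and 4 (adjusted p = 0.0515 to 0.198), that of *Myh11* without RA replicate 2, 3 or 4 or SA replicate 2 (0.0503 to 0.0936) and that of *Lmod1* without RA replicate 1 or 4 or SA replicate 2 (0.051 to 0.0699). Without LV replicate 4, 9 of 10 adipocyte genes, 3 of 4 study TFs, 4 of 10 neuron genes and 6 of 9 smooth muscle genes were higher in SA, with 1 smooth muscle gene lower, and 3 of 5 left-right genes, 5 of 16 atrial genes and 5 of 9 endothelium genes were lower. With an estimated correlation, that fit gave an adjusted p of 0.12 for smooth muscle, 0.28 for atrial genes and 0.0294 for endothelium.

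Lower medians with calls lost in the same way were found in SA versus RA for mesothelium (-0.16, adjusted p = 0.00429, but adjusted p = 0.36 with an estimated correlation), working conduction (-0.25, 0.00724, but adjusted p = 0.30 with an estimated correlation) and ventricular genes (-0.26, 0.00564, but adjusted p = 0.30 with an estimated correlation). Lung and airway genes had a higher median of 0.66 (adjusted p = 0.000759, but adjusted p = 0.13 with an estimated correlation), and *Scgb1a1*, a secreted protein of airway cells, ranged from -0.49 to 3.97 among the SA arrays. Of 11 pacemaker channel genes, 1 rose, *Cacna1g* by 0.48 ± 0.09 (list median 0.11, adjusted p = 0.0703). The paper states that *Hcn4*, the SA marker it calls best known, was missing from the mouse array. *Gfra3* of the Schwann cell list rose by 0.46 (list adjusted p = 0.293), *Comp* of the cartilage list fell by 1.11 (list adjusted p = 0.0877) and *Tnni2* of the fast skeletal muscle list rose by 0.56 (list adjusted p = 0.767). No list call was made for fatty acid oxidation (adjusted p = 0.286), oxidative phosphorylation (0.895), fibroblasts and matrix (0.895), red blood cells (0.442), leukocytes (0.945), immediate early genes (0.605) or heat shock genes (0.763). The cartilage list had a median of 0.04, a mean of -0.20 and a test direction of lower. Left out singly, LV replicate 4, RA replicate 3 and SA replicate 3 each ended the mesothelium call in SA versus RA (adjusted p = 0.0785, 0.106 and 0.0946), and LV replicate 4 that of lung and airway (0.117). List calls arose for fatty acid oxidation without LV replicate 4 (0.0233, but lost with an estimated correlation), pacemaker channels without RA replicate 2 (0.0471) and cartilage without SA replicate 2 (0.0123). *Gfra3* did not pass without RA replicate 1, 2 or 3 or SA replicate 2 or 3 (0.051 to 0.07), nor *Tnni2* without LA replicate 1, 2 or 3, RA replicate 2, 3 or 4 or any 1 array of RV or SA (0.0505 to 0.162). In the fit without LV replicate 4, 4 of 9 pacemaker channel genes were higher and 2 lower, 5 of 14 fatty acid oxidation genes were higher, 1 of 10 working conduction genes was higher and 5 lower, and 5 of 12 ventricular genes were lower.

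In all, 150 genes differed in SA versus RA, 95 higher and 55 lower in SA, of 10866 tested. Leaving out LV replicate 4 gave 1389 of 7614, 698 higher and 691 lower, and the 150 were among them with the same sign. That array is in neither group but enters the shared estimate of spread.

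SA versus LA set the node against the atrium that the study used in all species. *Hamp*, which encodes the iron hormone hepcidin, was higher in SA by 2.32 ± 0.16, with means of 3.07 ± 0.19 in SA and 0.75 ± 0.27 in LA. *Tmem45b* (2.16 ± 0.24), *Adipoq* (1.98 ± 0.17), *Tenm4* (1.94 ± 0.12), *Isl1* (1.91 ± 0.11), the melanocyte enzyme gene *Dct* (1.89 ± 0.15), the calcium sensor gene *Vsnl1* (1.83 ± 0.26) and *Scd1* (1.78 ± 0.16) followed. *Shox2* rose by 1.68 ± 0.09 (adjusted p = 3.93e-09) and *Tbx3* by 1.5 ± 0.33 (adjusted p = 0.0243). The urotensin-related peptide gene *Uts2b* was lower in SA by -2.20 ± 0.14, with 1.46 ± 0.30 in LA and -0.75 ± 0.06 in SA. *Enpp6* (-1.34), *Drd2* (-1.15), *Npy1r* (-1.10), *Angpt1* (-1.09), *Mlana* (-1.06), *Cemip2* (-1.02) and *Slit2* (-1.01) were lower as well. The *Tbx3* call was lost without any 1 array of LA or SA (adjusted p = 0.0596 to 0.0896), and that of *Cemip2* without any 1 array other than LV replicates 1, 3 and 4 (0.06 to 0.154).

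Of 15 neuron genes, 3 rose in SA versus LA (9 adjusted over the list alone, median 0.50, adjusted p = 1.38e-18): *Dbh*, the enzyme that makes noradrenaline, by 1.03, *Stmn2* by 0.99 and *Ddc* by 0.91. Of 11 pacemaker channel genes, 3 rose and 0 fell (3 and 1 adjusted over the list alone, median 0.28, adjusted p = 5.6e-05): the T-type calcium channel gene *Cacna1g* by 0.84, *Rgs6* by 0.63 and the connexin gene *Gjd3* by 0.58. Adipocyte genes had 7 of 11 higher (8 adjusted over the list alone, median 1.14, adjusted p = 5.95e-31), smooth muscle 4 of 9 (5 adjusted over the list alone, median 0.53, adjusted p = 5.95e-13) and the study TFs 3 of 5 (3 adjusted over the list alone, median 1.5, adjusted p = 1.06e-18). Of 10 mesothelium genes, 0 passed in limma over all genes (0 higher and 4 lower adjusted over the list alone), with a median of -0.42 and an adjusted p of 1.42e-10. These calls held with an estimated correlation. Calls were lost for working conduction (median -0.17, adjusted p = 0.00187, but adjusted p = 0.23 with an estimated correlation), ventricular genes (-0.30, 0.00491, but adjusted p = 0.30 with an estimated correlation), fast skeletal muscle (0.20, 0.0367, but adjusted p = 0.10 with an estimated correlation) and lung and airway (0.64, 0.00144, but adjusted p = 0.15 with an estimated correlation). In atrial genes the median was 0.01, the mean -0.10 and the test direction lower, in Schwann cells -0.10, -0.02 and higher, and in cartilage 0.00, -0.17 and lower. Single arrays decided some calls in SA versus LA. *Stmn2* was lost without LA replicate 1, 2 or 4 or SA replicate 1 or 2 (adjusted p = 0.0534 to 0.0935), *Ddc* without LA replicate 1 or SA replicate 1 or 2 (0.0534 to 0.0703), *Rgs6* without LA replicate 2, 3 or 4 or SA replicate 1 or 3 (0.0565 to 0.0837), and of the smooth muscle genes *Myh11* without SA replicate 1 or 2 or any 1 array of LA (0.0682 to 0.135) and *Lmod1* without LA replicate 1 or SA replicate 2 (0.07 and 0.0753). The fast skeletal muscle call was lost without LA replicate 1 or 4 (0.0523 and 0.0584) or LV replicate 4 (0.388), and the lung and airway call without LV replicate 4 (0.131). Calls arose for atrial genes without LA replicate 1 or SA replicate 3 (0.0188 and 0.0261), cartilage without SA replicate 2 (0.0152), endothelium without LV replicate 4 (0.0188), left-right genes without LV replicate 2 or SA replicate 3 or 4 (0.0382 to 0.0472), leukocytes without LA replicate 3 or SA replicate 3 or 4 (0.0225 to 0.0383) and immediate early genes without LA replicate 2 (median 0.14, 0.027) and, in the opposite direction, without LA replicate 3 (-0.11, 0.0483). LA replicate 2 had a mean of 1.36 over the immediate early genes, against 0.39 to 0.60 in the other LA arrays and 0.60 to 0.77 in SA. With LV replicate 4 left out, 9 of 10 neuron genes, 6 of 9 pacemaker channel genes (2 lower), 9 of 10 adipocyte genes, 6 of 9 smooth muscle genes (1 lower) and 3 of 4 study TFs were higher in SA than in LA, and 5 of 10 mesothelium genes, 5 of 10 working conduction genes, 6 of 12 ventricular genes and 4 of 9 endothelium genes were lower. An estimated correlation then ended the calls of neurons (adjusted p = 0.28), pacemaker channels (0.18), smooth muscle (0.12) and mesothelium (0.38), and that of endothelium, which had arisen on these arrays.

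Past the threshold in SA versus LA were 145 genes, 104 higher and 41 lower in SA. With LV replicate 4 left out there were 1578, 842 higher and 736 lower, which included the 145 with the same sign.

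Genes higher in SA than in each of LA, RA, LV and RV numbered 65, and 290 without LV replicate 4. They included *Isl1* and *Shox2* of the study TFs, *Cacna1g* of the pacemaker channels, *Gfra3* of the Schwann cells, *Actg2* and *Tagln* of smooth muscle, and 7 adipocyte genes, *Adipoq*, *Car3*, *Cidec*, *Lep*, *Plin1*, *Scd1* and *Ucp1*. *Adipoq* had a mean of 2.15 ± 0.24 in SA and 0.17 ± 0.23 in LA (SD, n = 4). *Ucp1*, the uncoupling protein of brown fat, had 0.36 ± 0.69 in SA with a range of -0.59 to 1.05. *Lep*, *Plin1* and *Ucp1* are named outside the rule, after their values were seen. The call of *Gfra3* against RA was lost without RA replicate 1, 2 or 3 or SA replicate 2 or 3 (adjusted p = 0.051 to 0.07). The list members added without LV replicate 4 were *Tbx3*, *Gjd3*, *Rgs6*, *Chrna3*, *Stmn2*, *Acta2*, *Lmod1*, *Scgb1a1*, *Cd79a* and *Cd79b*.

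SA versus V compared the node with both ventricles. Atrial muscle genes were among the largest rises: *Sln*, which encodes the calcium pump regulator sarcolipin, by 3.90 ± 0.36, *Mybphl* by 3.83 ± 0.29, the atrial myosin light chain gene *Myl7* by 3.63 ± 0.40 and *Myl4* by 2.75 ± 0.44. *Hamp* (3.49 ± 0.14), *Dkk3* (2.89 ± 0.25), *Cyp2e1* (2.76 ± 0.22) and *Scd1* (2.75 ± 0.14) were higher too. *Isl1* (1.79 ± 0.10), *Shox2* (1.79 ± 0.08), *Tbx3* (1.39 ± 0.29) and *Tbx5* (0.94 ± 0.10) rose. The ventricular light chain gene *Myl2* was lower in SA by -3.65 ± 0.42 and *Myl3* by -2.81 ± 0.45. *Irx3* (-2.22 ± 0.32), *Scube2* (-1.98), *Rpl3l* (-1.56), *Ankrd23* (-1.49), *Bdnf* (-1.40), *Ky* (-1.38) and *Irx5* (-1.33) were also lower. The *Ankrd23* call was lost without SA replicate 1, 2 or 4 (adjusted p = 0.0609 to 0.087). Differences against V include LV replicate 4, which stood apart from the other LV arrays for *Myl3* (7.99), *Rpl3l* (6.74), *Ankrd23* (5.47), *Scube2* (3.57), *Irx3* (-0.11) and *Scd1* (-0.32).

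Of 16 atrial genes, 12 rose in SA versus V (13 adjusted over the list alone, median 1.18, adjusted p = 1.32e-14), and of 13 ventricular genes 9 fell (9 adjusted over the list alone, median -0.77, adjusted p = 1.52e-12). Of 11 pacemaker channel genes, 5 rose (5 adjusted over the list alone, median 0.19, adjusted p = 0.000694), among them *Cacna1h* by 1.93, *Rgs6* by 0.87 and *Cacna1g* by 0.78. LV replicate 4 stood apart from the other LV arrays for *Cacna1h* (1.86) and *Rgs6* (-0.6). The study TFs had 4 of 5 higher (4 adjusted over the list alone, median 1.39, adjusted p = 6.08e-09), adipocytes 7 of 11 (7 adjusted over the list alone, median 0.65, adjusted p = 4.58e-09) and fast skeletal muscle 2 of 4 (3 adjusted over the list alone, median 0.62, adjusted p = 0.00131). These calls held with an estimated correlation. Lost calls were fibroblasts and matrix (4 of 14 higher, adjusted p = 0.00144, but adjusted p = 0.14 with an estimated correlation), neurons (3 of 15 higher, 0.00633, but adjusted p = 0.42 with an estimated correlation), smooth muscle (3 of 9 higher, 0.0035, but adjusted p = 0.23 with an estimated correlation) and fatty acid oxidation (1 of 14 lower, 0.00374, but adjusted p = 0.13 with an estimated correlation). So were Schwann cells (0.0326, but adjusted p = 0.097 with an estimated correlation), mesothelium (0.0319, but adjusted p = 0.47 with an estimated correlation) and red blood cells (median -0.49, 0.0313, but adjusted p = 0.23 with an estimated correlation). Endothelium (median 0.09) and heat shock genes (median 0.12) had means above 0 and a test direction of lower. List calls in SA versus V that single arrays ended were neurons (adjusted p = 0.16 without SA replicate 1), smooth muscle (0.205 without LV replicate 4), red blood cells (0.0549 without SA replicate 4), Schwann cells (0.0505 to 0.0604 without LV replicate 1, 2 or 3) and mesothelium (0.076 to 0.154 without SA replicate 2 or any 1 array of LV). Calls arose without LV replicate 4 for working conduction (0.00867) and oxidative phosphorylation (8.19e-05), both lost with an estimated correlation, and without SA replicate 1 for lung and airway (0.0294). Of the fibroblast genes counted, *Col3a1* was lost without SA replicate 1 or 4 (0.104 and 0.103), *Mfap5* without SA replicate 1, 3 or 4 (0.0594 to 0.0678) and *Col5a1* without RA replicate 1, 2 or 4 or any 1 array of LA, RV or SA (0.051 to 0.129). The neuron gene *Chrna3* was lost without LV replicate 2, SA replicate 2 or any 1 array of RV (0.0505 to 0.117), *Gap43* without SA replicate 2, RA replicate 3 or 4, LV replicate 1, 2 or 3 or any 1 array of LA or RV (0.0506 to 0.139), the smooth muscle gene *Lmod1* without SA replicate 2 or RV replicate 2, 3 or 4 (0.0528 to 0.131) and *Ppara*, of fatty acid oxidation, without SA replicate 1 (0.0577). On the arrays other than LV replicate 4, 13 of 16 atrial genes (1 lower), 5 of 9 pacemaker channel genes (1 lower), 4 of 4 study TFs, 7 of 10 adipocyte genes (1 lower), 3 of 3 fast skeletal muscle genes, 10 of 13 fibroblast genes (1 lower), 7 of 10 neuron genes, 5 of 9 smooth muscle genes (1 lower), 3 of 3 Schwann cell genes and 6 of 10 mesothelium genes were higher in SA than in V. Lower were 11 of 12 ventricular genes and 13 of 14 of fatty acid oxidation. The calls of atrial genes (adjusted p = 0.11), pacemaker channels (0.28), adipocytes (0.28) and fast skeletal muscle (0.10) were then lost with an estimated correlation.

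The count was 813 genes in SA versus V, 729 higher and 84 lower in SA, and 513 without SA replicate 1. It was 4208 without LV replicate 4, 2454 higher and 1754 lower, which included 807 of the 813.

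**Figure D3:**
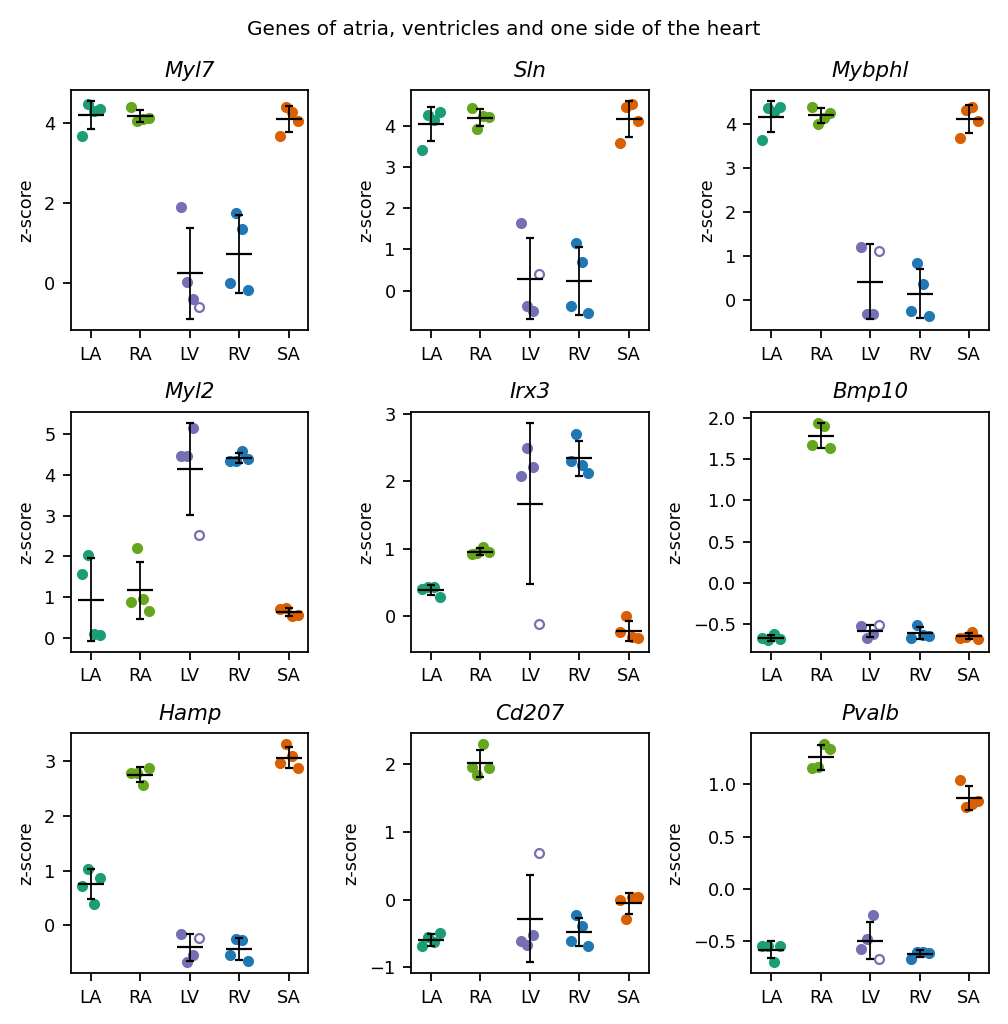
Z-scores of 9 genes in the 5 regions. Dots are arrays, the open circle is LV replicate 4, and bars give the mean and SD of 4 arrays. *Myl7*, *Sln* and *Mybphl* had means above 4 in LA, RA and SA, *Myl2* and *Irx3* were highest in the ventricles, and *Bmp10* and *Cd207* in RA.

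Atria versus V compared working muscle of both chamber types. *Mybphl* was higher in the atria by 3.90 ± 0.24, with means of 4.18 ± 0.35 in LA, 4.21 ± 0.17 in RA and 0.16 ± 0.55 in RV (SD, n = 4). *Sln* (3.85 ± 0.29), *Myl7* (3.71 ± 0.33), *Dkk3* (3.05 ± 0.21), *Mlana* (2.81 ± 0.14), *Myl4* (2.80 ± 0.36), the peroxidase gene *Gpx3* (2.65 ± 0.41) and *Fgf12* (2.63 ± 0.07) followed. The connexin gene *Gja5* rose by 1.94 ± 0.15 and *Tbx5* by 1.02 ± 0.08. *Myl2* was lower by -3.23 ± 0.35, *Ankrd23* by -2.24 ± 0.32, *Myl3* by -2.09 ± 0.36, *Rpl3l* by -1.98, *Gpr22* by -1.94, *Scube2* by -1.91, *Ky* by -1.62 and *Bdnf* by -1.37. The Iroquois factors *Irx3* (-1.33 ± 0.26) and *Irx4* (-1.10 ± 0.13) were lower in the atria. These differences include LV replicate 4, which stood apart from the other LV arrays for *Myl3* (7.99), *Rpl3l* (6.74), *Ankrd23* (5.47), *Scube2* (3.57), *Mlana* (0.53), *Irx3* (-0.11) and *Gja5* (-0.56). *Gpx3* was at -1.45 in LV replicate 3, against 2.53 and 2.19 in LV replicates 1 and 2 and 2.06 to 2.21 in RV.

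Of 16 atrial genes, 13 rose (15 higher and 1 lower adjusted over the list alone, median 1.26, adjusted p = 6.72e-21), and of 13 ventricular genes 8 fell (8 adjusted over the list alone, median -0.69, adjusted p = 1.65e-08) in atria versus V. Left-right genes had 4 of 5 higher (median 0.53, adjusted p = 0.00391), with the peptide gene *Nppb* by 1.42, *Bmp10* by 1.16, *Tbx20* by 0.53 and *Lefty1* by 0.48. These calls held with an estimated correlation, though the left-right call was lost without LV replicate 4 (adjusted p = 0.0909), where 4 of 5 genes were higher and 1 lower. Fatty acid oxidation had a median of -0.44 (adjusted p = 0.000265, but adjusted p = 0.063 with an estimated correlation), with *Acadm* (-1.33) and *Ucp3* (-0.81) the 2 of 14 lower (6 adjusted over the list alone). All 14 were lower without LV replicate 4, with a median of -0.71, and *Acadm* did not pass without any 1 array of LA, RA or RV (adjusted p = 0.0539 to 0.0696). Of oxidative phosphorylation genes 0 of 15 passed in limma (0 adjusted over the list alone, median -0.19, adjusted p = 0.0867), and 12 were lower without LV replicate 4 (adjusted p = 3.12e-05), a call lost with an estimated correlation. Mesothelium had 5 of 10 higher (9 adjusted over the list alone, median 0.48, adjusted p = 2.48e-06, but adjusted p = 0.13 with an estimated correlation), with the uroplakin genes *Upk1b* by 1.28 and *Upk3b* by 1.18. Fibroblasts and matrix had 7 of 14 higher (9 adjusted over the list alone, median 0.60, adjusted p = 0.00161, but adjusted p = 0.14 with an estimated correlation). LV replicate 4 stood apart from the other LV arrays for *Acadm* (8.33), *Nppb* (0.01), *Upk1b* (-0.23) and *Upk3b* (2.01), so their differences depend on that array. The other 19 arrays gave 15 of 16 atrial genes higher (1 lower), 11 of 12 ventricular genes lower, 10 of 10 mesothelium genes higher and 10 of 13 fibroblast genes higher.

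Calls in atria versus V were also lost for study TFs (2 of 5 higher, adjusted p = 0.0449, but adjusted p = 0.11 with an estimated correlation), fast skeletal muscle (0.0147, but adjusted p = 0.063 with an estimated correlation) and red blood cells (median -0.42, 0.0354, but adjusted p = 0.23 with an estimated correlation). Working conduction (median -0.18, mean 0.01) and cartilage (-0.22, 0.05) tested lower, adipocytes (-0.08, 0.05) higher and heat shock genes (0.12, 0.11) lower, none past the threshold. There were 1199 genes past the threshold, 1025 higher and 174 lower in the atria. The call of the study TFs was lost without RA replicate 1 or any 1 array of LV (adjusted p = 0.0548 to 0.134). Calls arose for smooth muscle without LV replicate 4 (0.029, but lost with an estimated correlation) and for pacemaker channels without LA replicate 3, RA replicate 3 or RV replicate 2 (0.0397 to 0.0471). The 19 arrays other than LV replicate 4 gave 4530, 2637 higher and 1893 lower, which included 1180 of the 1199.

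LA versus RA compared the atria. The Langerin gene *Cd207*, of dendritic cells, was lower in LA by -2.60 ± 0.22 and *Bmp10* by -2.46 ± 0.10. *Hamp* (-2.01 ± 0.16), the chemokine gene *Cxcl13* (-1.99 ± 0.38), *Pvalb* (-1.84 ± 0.11), the macrophage receptor gene *Vsig4* (-1.77 ± 0.17), *Adm* (-1.29 ± 0.13) and *Dbh* (-1.20 ± 0.12) were lower too. *Shox2* was lower in LA by -0.85 ± 0.09. *Scara5* (1.37 ± 0.27), the fast troponin gene *Tnni2* (1.29 ± 0.13), *Aldh3a1* (1.21), *Ddit4l* (1.17), *Ccl8* (1.12), *Ppp1r1b* (1.11), *Ccl11* (1.07) and *Xpnpep2* (0.94) were higher in LA. The *Scara5* call was lost without any 1 array of LA or RA (adjusted p = 0.0669 to 0.136), that of *Cxcl13* without LA replicate 1, 2 or 4 or RA replicate 2, 3 or 4 (0.0754 to 0.126) and that of *Ccl8* without any 1 array other than LA replicate 2, LV replicates 3 and 4, RA replicate 3 and SA replicate 1 (0.0501 to 0.203).

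The study TFs were lower in LA than in RA (1 of 5, 2 adjusted over the list alone, median -0.37, adjusted p = 1.51e-14), as were left-right genes (1 of 5, 2 adjusted over the list alone, median -0.09, adjusted p = 2.77e-12), pacemaker channels (0 of 11 past the limma threshold, 3 adjusted over the list alone, median -0.16, adjusted p = 1.33e-05) and leukocytes (0 of 8, median -0.19, adjusted p = 0.00591). These calls held with an estimated correlation. Calls were lost for neurons (1 of 15 lower, *Dbh*, median -0.14, adjusted p = 5.74e-09, but adjusted p = 0.079 with an estimated correlation), atrial genes (1 of 16 lower, *Bmp10*, median -0.10, 9.99e-06, but adjusted p = 0.058 with an estimated correlation) and mesothelium (median 0.27, 1.75e-07, but adjusted p = 0.097 with an estimated correlation). They were also lost for red blood cells (0.57, 0.0016, but adjusted p = 0.089 with an estimated correlation), endothelium (-0.15, 0.0303, but adjusted p = 0.45 with an estimated correlation) and fast skeletal muscle (-0.16, 0.0309, but adjusted p = 0.093 with an estimated correlation). Medians, means and test directions differed in sign for ventricular genes, Schwann cells and cartilage, none past the threshold. The endothelium call in LA versus RA was lost without LA replicate 1 or 4 or RA replicate 1 or 3 (adjusted p = 0.0518 to 0.0709), and the fast skeletal muscle call without LA replicate 1 or 4, RA replicate 3 or LV replicate 4 (0.0575 to 0.378). Calls arose for adipocytes without LA replicate 1 (0.00891), fibroblasts and matrix without RA replicate 2 (0.038), heat shock genes without LA replicate 1 or 3 (0.0393 and 0.0249) and immediate early genes without LA replicate 1, 3 or 4 or RA replicate 3 (0.00013 to 0.0223), the last 2 lists higher in LA. In both, LA replicate 2 had the highest mean, 1.36 for immediate early genes against 0.39 to 0.60 in the other LA arrays and 0.55 to 0.72 in RA, and 1.74 for heat shock genes against 1.25 to 1.36 and 1.26 to 1.33. Without LA replicate 2 the medians were -0.07 and -0.07 and neither list passed (0.096 and 0.864). Lower in LA than in RA without LV replicate 4 were 2 of 4 study TFs, 2 of 5 left-right genes, 3 of 9 pacemaker channel genes, 1 of 7 leukocyte genes, 1 of 10 neuron genes, 1 of 16 atrial genes and 2 of 9 endothelium genes, and an estimated correlation then ended the calls of pacemaker channels (adjusted p = 0.12) and leukocytes (0.33).

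LA versus RA had 31 genes past the threshold, 13 higher and 18 lower in LA, and 218 at an unadjusted p of 0.05. Without LV replicate 4 there were 360, 160 higher and 200 lower, which included the 31 with the same sign.

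LV versus RV had 2 genes past the threshold. The water channel gene *Aqp4* was lower in LV by -1.14 ± 0.14 (adjusted p = 0.00172), with means of -0.12 ± 0.26 in LV and 1.02 ± 0.12 in RV. The Wnt inhibitor gene *Wif1* was lower in LV by -0.78 ± 0.11 (adjusted p = 0.00584), with -0.21 ± 0.20 in LV and 0.57 ± 0.10 in RV. The count was 0 higher and 2 lower in limma, with 1263 genes at an unadjusted p of 0.05, and 1 without RV replicate 3, where *Wif1* had an adjusted p of 0.0557. Without LV replicate 4 it was 270, 130 higher and 140 lower, and included both. *Nppb*, named outside the rule, then had a mean of 3.42 ± 0.18 (SD, n = 3) in LV and 1.52 ± 0.36 in RV. Its difference of 1.90 had an adjusted p of 8.35e-05, against 1.05 and 0.246 with all arrays. Working conduction (median -0.42, adjusted p = 0.00628, but adjusted p = 0.29 with an estimated correlation) and fibroblasts and matrix (median -0.45, adjusted p = 0.0439, but adjusted p = 0.36 with an estimated correlation) were lower in LV with 0 genes past the limma threshold over all genes, and 2 lower each adjusted over the list alone. Their adjusted p were, without LV replicate 4, 0.0523 and 0.082, with 2 and 0 genes lower. The second call was also lost without LV replicate 2 or 3 or RV replicate 2 or 3 (0.0502 to 0.0915). Calls arose without LV replicate 4 for endothelium (0.0274) and smooth muscle (0.04), both lost with an estimated correlation.

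The left-right contrast differed between atria and ventricles for 24 genes, 11 higher and 13 lower. *Cd207* (-2.80 ± 0.32), *Bmp10* (-2.49 ± 0.14), *Hamp* (-2.04 ± 0.22), *Pvalb* (-1.96 ± 0.15) and *Hamp2* (-1.53 ± 0.30) had a more negative left-right difference in the atria. *Ccl11* (1.70 ± 0.21), *Tnni2* (1.62 ± 0.18) and *Retnla* (1.52 ± 0.28) had a more positive one. *Hamp2* did not pass without RA replicate 1, 2 or 4, SA replicate 2 or 4 or any 1 array of LA or RV (adjusted p = 0.0542 to 0.106), nor *Retnla* without LA replicate 1, 2 or 3, RA replicate 2 or 3 or RV replicate 2, 3 or 4 (0.0572 to 0.067). *Bmp10* lay at -0.59 ± 0.07 in LV and -0.62 ± 0.07 in RV, and *Ccl11* at 0.25 ± 0.30 in LV and 0.88 ± 0.17 in RV. The count was 15 without LA replicate 2, 3 or 4 and 14 without RV replicate 2 or 4. It was 460 without LV replicate 4, which included the 24.

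The study also asked for genes specific to LA, V or SA. *Hamp* (1.93 above the mean of the 3 regions), *Adipoq* (1.55), *Scd1* (1.51), *Cyp2e1* (1.5), *Tmem45b* (1.47), *Car3* (1.41), *Sln* (1.34) and *Vsnl1* (1.34) were the most specific to SA. RA did not enter this measure, and its means of *Hamp* (2.76 ± 0.13, against 3.07 ± 0.19 in SA) and *Sln* (4.2 ± 0.21, against 4.16 ± 0.43) were near those of SA. *Uts2b* (1.47), *Mybphl* (1.31), *Myl7* (1.27), *Mlana* (1.23), *Sln* (1.22), *Fgf12* (1.04), *Ppp1r1b* (1.02) and *Lgals3* (0.96) were so for LA. *Myl2* (2.33), *Myl3* (1.60), *Scube2* (1.29), *Ankrd23* (1.28), *Irx3* (1.28), *Tesc* (1.28), *Rpl3l* (1.15) and *Gpr22* (1.02) were so for V. A gene could be specific to both LA and SA, as *Sln* was. The moderated F called 658 of 10866 genes (6.06%), and 227 were specific to LA, 52 to V and 323 to SA. On the arrays without LV replicate 4 it called 4462 (58.6%) of the 7614 genes that then passed the filter, with 926, 1087 and 1148. With all arrays of these regions, those 7614 genes gave 728 (9.56%). The V-specific count was 34 without LA replicate 4 and 34 without SA replicate 1.

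**Figure D4:**
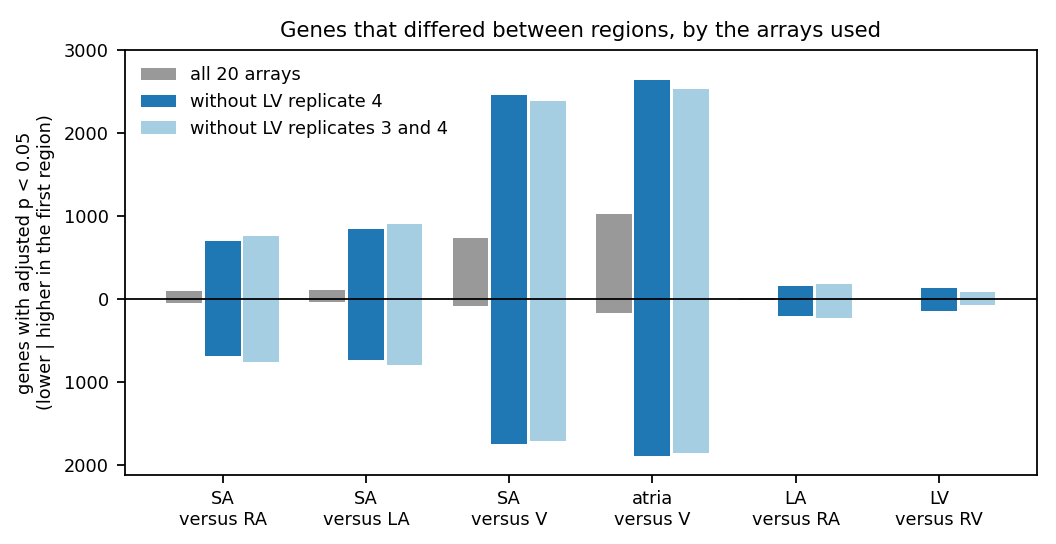
Number of genes past an adjusted p of 0.05 in each comparison, higher above 0 and lower below 0, with 20 arrays, without LV replicate 4 and without LV replicates 3 and 4. Counts rise from 150 to 1389 in SA versus RA and from 2 to 270 in LV versus RV when LV replicate 4 is left out.

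**Figure D5:**
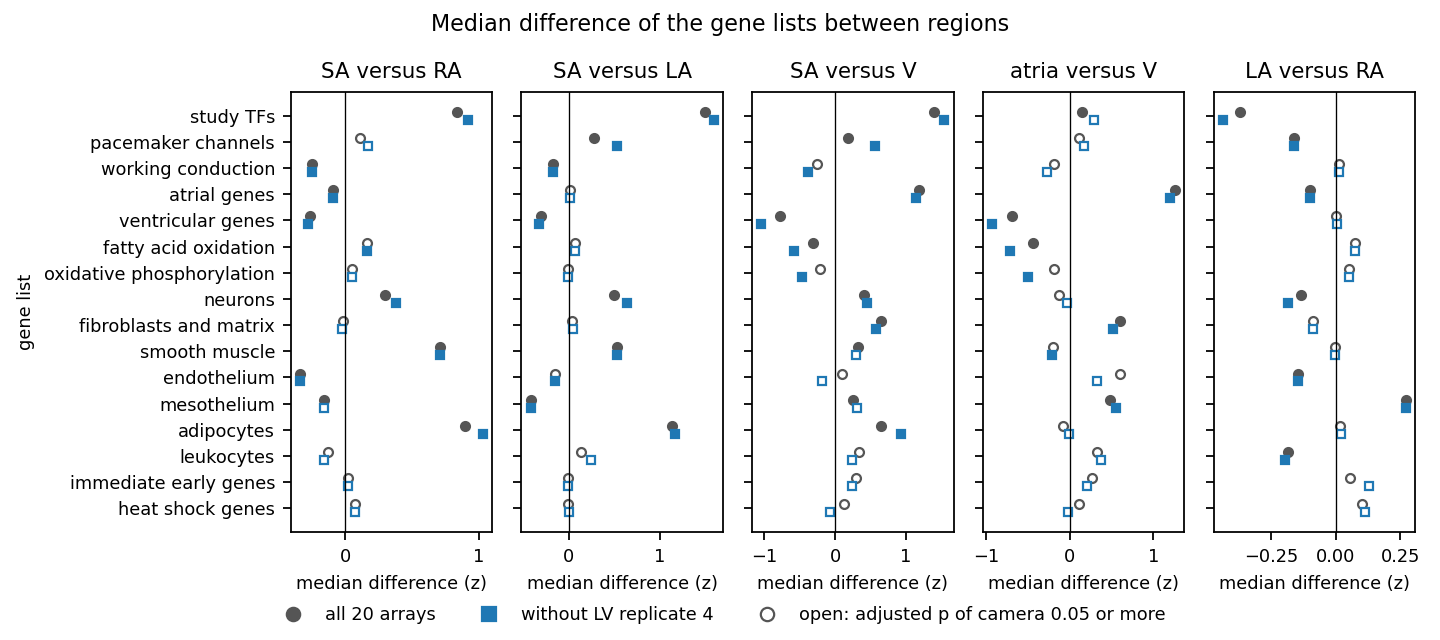
Median difference in z-score of the tested members of 16 lists in 5 contrasts, circles with 20 arrays and squares without LV replicate 4, open where the camera adjusted p is 0.05 or more. The horizontal scales differ between panels. Adipocyte genes had medians of 0.90 in SA versus RA and 1.14 in SA versus LA.

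Over the 6 contrasts, 55 of 132 list tests passed, and 24 did so with an estimated correlation. Of the 120 without LV replicate 4, 49 passed, and 12 with an estimated correlation: study TFs in SA versus RA, SA versus LA, SA versus V and LA versus RA, adipocytes in SA versus RA and SA versus LA, left-right genes in SA versus RA and LA versus RA, ventricular genes in SA versus V and atria versus V, atrial genes in atria versus V and endothelium in SA versus RA. The cartilage and red blood cell lists were not tested without LV replicate 4, as too few members remained.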

Values the study reported

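The paper states that 18 mouse arrays were used, 4 each of LA, RA, RV and SA and 2 of LV. It reports 762 LA-specific, 748 V-specific and 1220 SA-specific genes in mice. It gives 43% as the mouse share with an adjusted p under 0.05. It states that 3 mice were needed for each mouse SA sample.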

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

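The tests for atrial muscle in LV replicate 1 and ventricular muscle in RA replicate 2 were chosen before the values they measure were seen. The rule for airway tissue in SA replicate 2 was too, but its genes include the airway epithelium list, chosen after the data were seen. The tests of LV replicate 4, of muscle share and fat in SA and of 6 abundant atrial genes were chosen after the result was seen. So were the reading of bounds by a 95% interval and the counts over other splits.

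LV replicate 4 stood apart, with a mean correlation across genes of -0.232 with the other LV arrays and -0.252 with other regions and a highest z-score of 8.44. Its highest Pearson correlation with an array of another region was 0.244, and its highest with any array was 0.262, with LV replicate 3. Values this low for every region, its own included, cannot decide for or against a swap with another region. Of its 200 highest probes, 93% were among the highest 5% of probes of RV arrays, but each LA array gave 95.5% or more. This measure thus cannot tell ventricle from another heart tissue, and another tissue in its place stays open. Of the 200 probes highest in RV arrays, 78.5% lay below 2.5 in this array and 21% above 5. In LV replicate 3, 2% lay below 2.5, the lowest at -1.26, and 2.5% above 5. The remaining ventricle arrays had 0% below 2.5 and 0% above 5, so LV replicate 3 went the same way to a lesser degree. A loss of signal at part of the probes may be the cause in LV replicate 4, found and tested on the same array. What would have caused such a loss stays open, and no biological explanation was tested.

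Fat genes were higher in SA than in RA. The lung and airway list was too, but with 0 of 4 genes past the threshold in limma, and its call was lost with an estimated correlation (adjusted p = 0.13) and without LV replicate 4 (0.117). A lower share of heart muscle alone would raise every other cell type alike. The endothelium list had a median of -0.34, with 5 genes lower and 0 higher past the threshold without LV replicate 4, which argues against that cause acting alone. As the smooth muscle and adipocyte lists rose, a lower share of muscle beside differences between other cell types stays open. Fat tissue in the SA samples is a candidate explanation, as 7 of 11 adipocyte genes passed, with *Adipoq* at 2.15 ± 0.24 and *Scd1* at 3.07 ± 0.25 in SA, though 5 of 13 list genes with values, *Lpl* and *Scd1* among them, had means above 0 in RA as well and adipose tissue was trimmed off in the dissection. Airway tissue in SA replicate 2 may add to it, as of the airway genes above 0 in any SA array, other than *Scgb1a1*, *Cyp2f2* and *Bpifa1*, 7 of 7 were highest in that array, 5 of them below 0 in the other SA arrays. Those 5 entered only through that array, and of the 7 only *Sftpd* is outside the airway epithelium list. The count is thus no independent test of SA replicate 2. *Scgb1a1* was at 3.97 there, but also at 0.93 in SA replicate 3 and 0.72 in SA replicate 4, against -0.63 or less in RA, and the lung and airway list had means of 1.56, -0.23 and -0.28 in SA replicates 2, 3 and 4, against -0.69 or less in every array of LA, RA and RV, so airway tissue in SA replicates 3 and 4 stays open too. Fat that belongs to the node region itself is the biological alternative, and it was not tested. The count of adipocyte genes is the pattern to be explained, so it cannot tell such fat from fat left on the samples.

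*Myl7* and *Myl2* varied among arrays of the same region: *Myl7* was 1.91 in LV replicate 1, 1.76 in RV replicate 2 and 1.34 in RV replicate 3 and at most 0.03 in the ventricle arrays LV replicates 2 and 3 and RV replicates 1 and 4, and *Myl2* ranged from 0.66 to 2.20 in RA. For atrial muscle in LV replicate 1, 19.5% of 77 atrial genes were highest there among 7 ventricle arrays (95% interval 11.3 to 30.1%), so the bound of 20% or less, set beforehand as evidence against it, was met by less than the spread, and it stays open. More of these genes were highest in RV replicate 2 (32.5%), and 18.2% in RV replicate 1, so the genes do not single out LV replicate 1. A later test, on genes whose values had been seen, found 6 of 6 abundant atrial genes highest in LV replicate 1 among LV replicates 1 to 3, which cannot count as independent evidence for a small share of atrial muscle. Among the 7 ventricle arrays it was highest for 4 of the 6, while *Dkk3* was highest in RV replicate 3 (1.26 against 1.17) and *Stard10* in RV replicate 2 (1.49 against 1.12), and *Sln* was also above 0 in RV replicates 2 and 3 (1.16 and 0.70). Ventricular muscle in RA replicate 2 also stays open, with 21.7% of 23 ventricular genes highest there (95% interval 7.46 to 43.7%) against a bound of 30%, though RA replicate 1 had more (39.1%) and RA replicate 3 as many, so these genes do not single out RA replicate 2 either. Both intervals treat genes as independent, though they were measured on the same arrays, so the intervals may be too narrow. Differences in where each piece of tissue was taken were not tested.

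The values that follow come from a comparison of each array with the others of its region, which by chance sets apart an array in about 1 in 20 groups. The mean of 5 lists stood apart in LV replicate 4, and 11 of 110 groups of lists and regions had an array apart. Lists with another array apart were study TFs in LA replicate 3 (mean z-score -0.18) and LV replicate 3 (-0.71), left-right genes in RV replicate 4 (0.36), Schwann cells in RA replicate 1 (0.61), leukocytes in LA replicate 3 (0.77) and heat shock genes in RV replicate 2 (1.27). Among 117 named genes, 39 stood apart in LV replicate 4, and 34 groups of the 585 genes by region had another array apart, most often RA replicate 3 (6). RA replicate 3 had a mean correlation of 0.985 with its region, below the others of RA. LA replicate 1 had 6820 genes above 0, more than the others of LA.

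The left-right contrast differed between atria and ventricles for 24 genes by the interaction test, 460 without LV replicate 4, 15 without LA replicate 2, 3 or 4 and 14 without RV replicate 2 or 4. The largest were *Cd207* (-2.80), *Bmp10* (-2.49), *Hamp* (-2.04), *Pvalb* (-1.96), *Hamp2* (-1.53), *Ccl11* (1.70), *Tnni2* (1.62) and *Retnla* (1.52). *Hamp2* did not pass without RA replicate 1, 2 or 4, SA replicate 2 or 4 or any 1 array of LA or RV (adjusted p = 0.0542 to 0.106), nor *Retnla* without LA replicate 1, 2 or 3, RA replicate 2 or 3 or RV replicate 2, 3 or 4 (0.0572 to 0.067).

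Each count was set against other splits of the same arrays, the real one included. For SA versus RA (150 genes), SA versus LA (145), LA versus RA (31) and LV versus RV (2), 1 of 35 splits gave as many. That is the smallest share they can give, and the highest other split gave 1 for SA versus RA and 0 for the rest. These splits treat arrays as unpaired, though LA and RA, and LV and RV, share numbers in their titles, so chance is not excluded by them. For SA versus V (813) and atria versus V (1199), 1 of 100 splits did, with the highest others at 2 and 241, and for genes higher in SA than in each other region (65), 1 of 100 with 0. The F over LA, V and SA (658) and the LA-specific (227), V-specific (52) and SA-specific (323) genes each had 1 of 100, with 0 in the highest other split. The interaction (24) had 3 of 100, with 517 in the highest other split, which points to a structure of the samples. Those splits shuffled arrays between atria and ventricles, so the difference between chambers can enter the interaction contrast. They are thus no measure of chance for it, and whether that difference gave the highest count was not tested. The list tests (55) had 2 of 100, with 56 in the highest other split. Leaving the interaction aside, the shares lie under 0.05, but for the lists another split exceeded the real count. Shuffling regions that differ can also widen the spread within the shuffled groups and lower their counts. The splits thus do not by themselves exclude chance.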

How the results depend on the processing

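Leaving out LV replicates 3 and 4 together, the specificity measure of the study's methods on shifted z-scores, and a filter over the arrays other than LV replicate 4 were chosen after the data were seen. Medians aligned by a constant, the probe highest in each array, the trend in the moderation, the plain one-way test, a threshold per region, 100 permutations per gene, Pearson correlation and similarity over all genes kept every count within 1.5 times its value, as did the filter over the other arrays and both shifted measures (159 to 206 LA-specific, 50 to 52 V-specific and 234 to 305 SA-specific genes). No named gene or list past the threshold with all arrays passed it in the opposite direction under another setting. The immediate early list in SA versus LA did not pass with 20 arrays (camera adjusted p = 0.544). It passed in opposite directions without LA replicate 2 (higher, 0.027) and without LA replicate 3 (lower, 0.0483). Over all settings, named gene results kept their side of the threshold in 6421 cases, lost it in 389 and gained it in 11, and list results in 3829, 110 and 75.

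Leaving out each array in turn gave the following ranges, whose upper end came from leaving out LV replicate 4 except for lists and similarity: F over LA, V and SA 485 to 4462, LA-specific 160 to 926, V-specific 34 to 1087, SA-specific 224 to 1148, SA versus RA 108 to 1389, SA versus LA 103 to 1578, SA versus V 513 to 4208, atria versus V 957 to 4530, LA versus RA 23 to 360, LV versus RV 1 to 270, genes higher in SA than in each other region 49 to 290, interaction 14 to 460, lists 49 to 60 and similarity 0.0157 to 0.0726. With LV replicate 4 kept, counts moved by over 1.5 times for V-specific genes (34 without LA replicate 4 or SA replicate 1), SA versus V (513 without SA replicate 1), LV versus RV (1 without RV replicate 3) and the interaction (15 without LA replicate 2, 3 or 4, 14 without RV replicate 2 or 4).

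Without LV replicates 3 and 4 together, the counts were F 4478, LA-specific 1032, V-specific 1183, SA-specific 1268, SA versus RA 1522, SA versus LA 1705, SA versus V 4099, atria versus V 4394, LA versus RA 413, LV versus RV 165, genes higher in SA than in each other region 295 and interaction 431. For the F and the LA-, V- and SA-specific genes, LV replicates 1 and 2 alone gave 4478, 1032, 1183 and 1268, replicates 1 and 3 gave 4308, 867, 1046 and 1101, and replicates 2 and 3 gave 4364, 913, 1091 and 1143. Replicates 1 and 4 gave 433 for the F and 30 V-specific genes, replicates 2 and 4 gave 32 V-specific genes and replicates 3 and 4 gave 30. Fits restricted to the arrays compared, which leaves LV replicate 4 out where V is not compared, gave SA versus RA 1214, SA versus LA 1162, SA versus V 354, LA versus RA 286 and LV versus RV 0 in limma (53 at an unadjusted p of 0.05).

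Quantile normalization gave F 426, LV versus RV 1 and interaction 11. No filter gave SA versus RA 259, SA versus LA 256, LA versus RA 67, higher in SA than in each other region 99 and interaction 41. A z-score above 0.5 in at least 4 arrays, which leaves fewer genes, gave F 325, V-specific 25, SA-specific 184, SA versus RA 71, SA versus LA 59, SA versus V 419, atria versus V 745, LV versus RV 1, higher in SA than in each other region 28 and interaction 9. The mean of probes gave 92 V-specific genes, 4 regions gave 86, and the 99th percentile gave 112 LA-specific and 174 SA-specific genes. An estimated correlation gave 24 lists. Except where fewer arrays or genes, or the correlation, enter by construction, the cause was not tested.

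The labels do not say that replicate numbers mark animals. Replicates 1 to 4 are titled 1 to 4 in LA and RA, 2, 7, 8 and 9 in LV and RV, and by letters in SA, so a block of equal replicate numbers cannot stand for shared animals across atria, ventricles and SA. The replicate number as a fixed block gave SA versus RA 127, SA versus LA 129, SA versus V 770, atria versus V 1142, LA versus RA 28, LV versus RV 2 and interaction 18. A random block instead paired LA with RA and LV with RV by the number in their titles, with each SA array by itself. It gave 150, 145, 814, 1173, 31, 2 and 25, and was run for contrasts only. Correlations of residuals between arrays of equal number ran from -0.26 to 0.42 for LA and RA, where 3 of 4 were best with their own number, and from -0.04 to 0.07 for LV and RV, where 2 of 4 were. Not run, as they need log signals or labels of chips, were an added pseudocount, subtraction of a low percentile, means on the linear scale, a minimum fold and a chip block. Signal over background cannot be read from z-scores, so low expression and absence cannot be told from each other.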

Other observations

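The 5 lists below were chosen after the data were seen, so they describe these samples and are not independent tests. The antigen presentation list had a lower median in LA than in RA, with no single gene past the threshold over all genes when all arrays were used. Without LV replicate 4, 4 of 7 tested genes passed as lower in LA than in RA (camera adjusted p of the list = 8.66e-06). In SA versus LA, 7 of 7 then passed as higher in SA (camera adjusted p = 0.0009). Both list calls were lost in that fit with an estimated correlation. *H2-Ab1*, of MHC class II, had 0.73 ± 0.18 in LA, 1.66 ± 0.23 in RA and 1.65 ± 0.31 in SA, and *Cd74*, its invariant chain, 1.20 ± 0.21, 2.0 ± 0.18 and 1.90 ± 0.35 (SD, n = 4). In LA versus RA the list's median was -0.62, with 0 of 8 genes past the threshold in limma (3 lower adjusted over the list alone, adjusted p = 2.38e-12, and adjusted p = 0.0048 with an estimated correlation, 0.37 without LV replicate 4), and in SA versus LA it was 0.57 (adjusted p = 2.77e-08, and adjusted p = 0.02 with an estimated correlation, 0.45 without LV replicate 4). Resident macrophage genes had a median of 0.39 in LA versus RA (adjusted p = 2.8e-08, and adjusted p = 0.037 with an estimated correlation, 0.37 without LV replicate 4), with *Clec10a* higher by 0.87 and *Vsig4* the opposite way at -1.77. Lymphatic vessel genes had a median of 0.38 in LA versus RA (3 of 6 higher adjusted over the list alone and 0 over all genes, adjusted p = 3.73e-11, and adjusted p = 0.037 with an estimated correlation, 0.036 without LV replicate 4), and *Ccl21a* and *Ccl21b* differed by 1.19 and 1.11, with an adjusted p for *Ccl21a* of 0.27, and of 3.35e-05 without LV replicate 4.

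Melanocyte genes followed no common order of regions. *Dct* was highest in SA (1.07 ± 0.18, against -0.83 ± 0.03 in LA and -0.16 ± 0.27 in RA), while *Mlana* had 2.15 ± 0.20 in LA, 2.47 ± 0.05 in RA and 1.09 ± 0.11 in SA. In SA versus V the list had 3 of 5 higher and 1 lower (median 1.51, adjusted p = 0.00388, and adjusted p = 0.037 with an estimated correlation), a call lost without LV replicate 4 (adjusted p = 0.12, and 0.44 with an estimated correlation). Airway epithelium genes had 1 of 9 higher in SA versus RA (4 adjusted over the list alone, median 0.68, adjusted p = 2.24e-09, but adjusted p = 0.081 with an estimated correlation, 0.56 without LV replicate 4). These values differed between SA arrays: SA replicate 2 had *Scgb1a1* at 3.97, *Bpifa1* at 3.1, *Cyp2f2* at 2.91 and *Scgb3a1* at 1.7, against -0.49, -0.72, 0.13 and -0.67 in SA replicate 1.

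The F over LA, V and SA called 6.06% of genes here with all arrays of these regions, and 58.6% without LV replicate 4. The first share is lower than the one quoted from the study above and the second is higher, but the sets of arrays are unlike, as the study used only part of the LV arrays, without saying which, and another filter. With 2 LV arrays here, the share ran from 3.99% (replicates 1 and 4) to 58.9% (replicates 1 and 2). The fit without LV replicate 4 also tests fewer genes, 7614 of the 10866, and these with all arrays gave 9.56%.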
